A study of Homo sapiens with 16 samples.

How the data were processed

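RNA was measured in 16 libraries from 2 human acute myeloid leukaemia cell lines, SKNO-1 and U-937. Each line had been exposed for 24 h to the solvent DMSO, to all-trans retinoic acid (ATRA), to Corin or to both agents, at 0.1 µM each, with 2 libraries in each of the 8 groups. Per the labels' protocols, RNA was extracted with DNase digestion, libraries were made with a stranded total RNA kit, an ERCC spike-in mix was added, and sequencing gave at least 50 M paired-end reads of 100 bp per sample. Per the labels' growth protocol, the SKNO-1 medium also contained GM-CSF at 10 ng/mL, so the lines differed in medium as well as in origin.

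The authors deposited estimated counts per gene from RSEM, with hg38 in the file names, as 1 file per library and as 1 table of all libraries. The table holds 60603 genes with symbols and biotypes. It was compared with the files of the single libraries, and the largest difference between an estimated count in the table and in those files was 0. Of the positive values 20.4% were not whole, because RSEM divides reads that fit more than 1 gene, so values of near-identical paralogs and pseudogenes are model estimates and are uncertain. How strand was used in counting is not stated, so overlapping and antisense genes are uncertain too. The gene length minus the effective length in the authors' files was 99.68 bases (median), the offset of 1 read of 100 bp, and the file names carry a mark for single-end reads, whereas the labels name paired-end reads. Whether both mates were used is therefore open, and the totals below count estimated reads or fragments. The annotation release behind the table is not stated. The table has 0 spike-in entries, so scaling to the spike-in was not run and absolute changes of RNA per cell were not measured. The authors also deposited 6 tables of their own comparisons with a log2 fold change and an adjusted p-value from DESeq2, per the file headers. These were used only to compare with the results computed here.

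The estimated counts were rounded to whole numbers, which changed no library's total by more than 74.52 counts. Totals ran from 28.4 to 37.8 M counts per library. Genes were kept by edgeR's filterByExpr, which left 17479 genes in SKNO-1, 17717 in U-937 and 19872 in both lines together. Library sizes were scaled by TMM. Dispersions were estimated and a quasi-likelihood model was fitted, both with robust settings, to the 8 libraries of each line without a replicate block, which leaves 4 residual degrees of freedom. The common biological coefficient of variation was 0.107 in SKNO-1 and 0.0945 in U-937. Contrasts were tested with edgeR's quasi-likelihood F test, and genes with a Benjamini-Hochberg adjusted p under 0.05 are called changed. A combined effect beyond additivity is the log2 effect of both agents minus the sum of the 2 single effects. Differences between the lines are interaction contrasts in a fit of all 16 libraries. Standard errors (SE) are the unshrunken log2 fold change divided by the root of F and are not given where a group has no counts. Expression is in CPM (counts scaled to 1 M reads) on TMM-scaled totals, as mean ± SD over the 2 libraries. Where the DMSO libraries hold 0 counts together, the fold is a lower bound against a floor of 3 counts over the group. With 1 to 3 counts over the group, the ratio of scaled counts is given with its exact conditional 95% interval. Intervals and floors cover counting error only, because they use counts pooled over the group and leave out the spread between libraries. The reads also carry no molecular identifiers, so repeat reads of the same molecule cannot be told apart. With 2 libraries per group no permutation test of 1 gene can reach an adjusted p of 0.05, so all p-values come from models that share the spread across genes.

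The comparisons, the thresholds, the alternatives named as planned, the gene lists and the rule for naming genes were fixed before the data were examined. For each agent against DMSO in each line, the rule names the 3 genes with the largest rise and the 3 with the largest fall among called genes with a symbol, a mean of at least 5 CPM over all 8 libraries of the line and both treated libraries beyond both DMSO libraries. A gene can thus be named for a comparison in which both groups are below 5 CPM. For contrasts of additivity and between lines it names the 2 largest in each direction among called genes with a mean of at least 5 CPM over the 8 libraries of the line or, between lines, over all 16. Names made of a clone number were not taken as symbols. Genes of the preset lists can be named as well. The lists held 16 genes for the retinoic acid response, 21 for myeloid differentiation, 10 for genes induced by histone deacetylase inhibitors, 20 for proliferation, 15 for components of the complexes and receptors, and 3 that tell the lines apart. The first 4 lists were tested with limma's camera at an inter-gene correlation of 0.01, with adjustment over lists and contrasts together. Gene positions are those of GENCODE release 44 on GRCh38, matched by identifier without its version for 60261 of the 60603 genes. GC content is that of the longest transcript of that release and was known for 99.4% of the genes tested in each line.

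The alternatives tried were RLE factors, library totals only, no low-count filter, at least 1 CPM in 2 libraries, an absolute log2 fold change of at least 1, DESeq2, all 16 libraries in 1 fit, only the groups compared, a replicate block, abundant RNA left out (1668 genes of ribosomal, mitochondrial, 7SL, 7SK and histone RNA), other set tests, and leaving out each library. Removing each library's trend on GC content (lowess, span 0.3, as an offset) was chosen after seeing the data. Leaving out a library leaves its group with 1, which is assumed to vary like the other groups.

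The tests were run on simulated counts with 200 genes changed 2-fold or 4-fold. The changed genes were drawn from those with a mean of at least 5 CPM. Libraries were drawn independently, with the same dispersion of a gene in every group and no GC trend. The recovered shares thus do not cover genes of lower expression. Neither they nor the shares of false calls cover a GC trend between replicates. For ATRA against DMSO, edgeR recovered 94.5% of them in SKNO-1 (17479 genes simulated) and 99.5% in U-937 (17717 genes simulated), and 5.97% and 11.9% of its calls were false. For Corin against DMSO it recovered 96.0% and 99.5%, with 7.25% and 8.72% of calls false. For the combined effect beyond additivity it recovered 82.5% in SKNO-1 and 94.5% in U-937 over the same numbers of genes, with 8.84% and 5.97% of calls false. False calls thus exceeded 5% in each of these simulations within a line. For the difference between lines in the response to ATRA (19872 genes simulated) it recovered 92.0%, and 1.08% of its calls were false. The camera test gave 0 of 20 random lists in SKNO-1 and 1 of 20 in U-937 an unadjusted p under 0.05. Genes were simulated independently, so this check could not show the effect of correlation between genes. Replicates differed by more than counting noise in every group, with a median chi-square per gene of 0.905 to 5.83, and none was treated as a repeat of another. Computations used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.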

Results

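Total RNA was profiled in 2 human leukaemia lines to ask how retinoic acid signalling and inhibition of the CoREST complex act alone and together on transcription. SKNO-1 is a myeloid line that carries a RUNX1-RUNX1T1 fusion, and U-937 is a monocyte-like line. ATRA activates retinoic acid receptors. Corin is a dual inhibitor of the CoREST complex, acting on the demethylase LSD1 (KDM1A) and the histone deacetylases HDAC1 and HDAC2. Each line was treated for 24 h with DMSO, ATRA, Corin or both agents at 0.1 µM each, with 2 libraries per group. The authors' estimated gene counts summed to between 32.8 and 37.8 M per library in SKNO-1 and between 28.4 and 37.6 M in U-937. In each gene given below, CPM is the mean ± SD over 2 libraries (n = 2), and adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

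The lines were told apart by the 3 preset identity genes. RUNX1T1 was at 108 ± 23.0 CPM in SKNO-1 with DMSO and had 1 count over both U-937 DMSO libraries. HOXA9 was at 55.7 ± 2.85 CPM and HOXA10 at 85.7 ± 6.51 CPM in U-937 with DMSO, and both had 0 counts in all 8 SKNO-1 libraries. Replicates were close in most groups, with an SD of their log2 difference over well-expressed genes of 0.108 to 0.208 in 7 groups (genes with a mean log2 CPM above 3). The SKNO-1 DMSO pair was wider apart at 0.358, and its difference rose with GC content, with a Pearson correlation of 0.796 across 9330 genes, which are not independent replicates. All SKNO-1 comparisons against DMSO carry this spread. The SKNO-1 fit pools the spread of all 8 libraries, so tests of SKNO-1 comparisons without DMSO draw on this pair too.

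**Figure D1:**
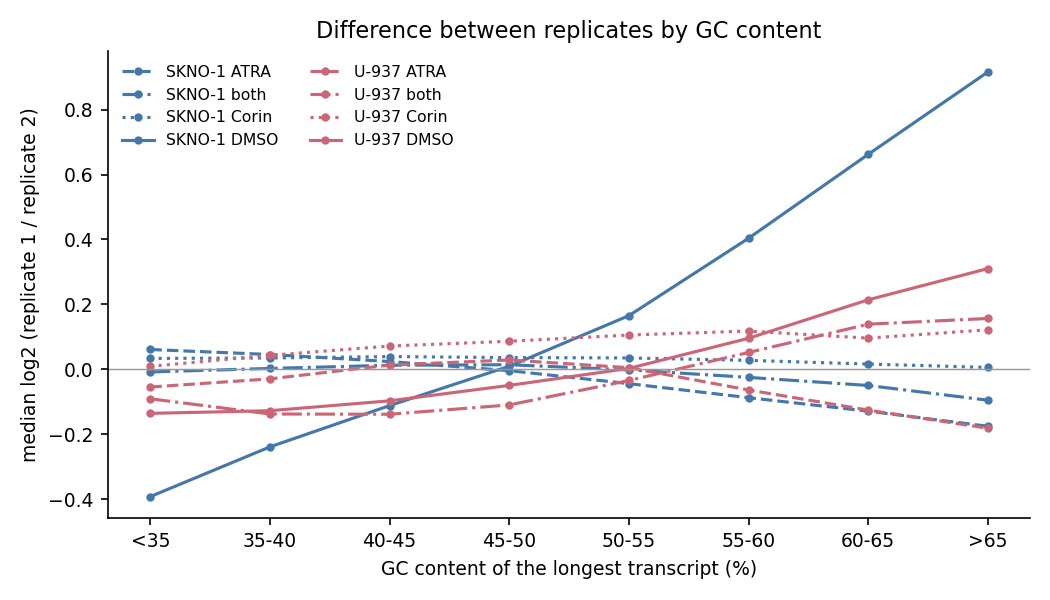
Median log2 ratio of replicate 1 to replicate 2 (y axis) against the GC content of the gene's longest transcript in percent (x axis, 8 bins), with 1 line per group. The SKNO-1 DMSO pair runs from -0.39 in the lowest bin to 0.92 in the highest, and every other group stays between -0.18 and 0.31.

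The first question was what ATRA alone changed. In SKNO-1, 1180 of 17479 genes were called, 518 higher and 662 lower, and 506 of them by an absolute log2 fold change of at least 1. This count depended on single libraries: it was 5338 without SKNO-1 DMSO replicate 1, 4524 without DMSO replicate 2, 582 without ATRA replicate 1 and 561 without ATRA replicate 2. In U-937, 7407 of 17717 genes were called, 3849 higher and 3558 lower, 2369 of them by at least 1 on the log2 scale, and leaving out 1 library gave 5591 to 5991.

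In SKNO-1 the named genes that rose with ATRA were near silent in DMSO. DHRS3 (ENSG00000162496.9, chromosome 1, 12567910 to 12618210, minus strand) had 0 counts in DMSO and 3.44 ± 0.369 CPM with ATRA, at least 83.6-fold higher (adjusted p = 3.35e-05). LRRC32 (ENSG00000137507.11, chromosome 11, 76657524 to 76670747) likewise rose from 0 counts to 1.52 ± 0.410 CPM, at least 37.1-fold (adjusted p = 0.000359). CYP26A1 (ENSG00000095596.12, chromosome 10, 93073475 to 93077885) had 1 count over the DMSO libraries and 423 over the ATRA libraries, a ratio of 436 with a counting interval of 77.9 to 17274 (adjusted p = 2.71e-05). The largest falls were in GCSAML (ENSG00000169224.13, chromosome 1, 247507058 to 247577690; log2 fold change -3.99, SE 0.304, adjusted p = 0.000179), FST (ENSG00000134363.12, chromosome 5, 53480626 to 53487134; -3.35, SE 0.165) and the long noncoding RNA MIR100HG (ENSG00000255248.9, chromosome 11, 122028325 to 122556721; -3.24, SE 0.208).

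In U-937, RARB (ENSG00000077092.19, chromosome 3, 24687887 to 25597932, plus strand) rose from 0 counts in DMSO to 20.8 ± 0.406 CPM with ATRA, at least 427-fold (adjusted p = 1.47e-15). TGM2 (ENSG00000198959.12, chromosome 20, 38127385 to 38166578) went from 1 count over the DMSO libraries to 5494 over the ATRA libraries, a ratio of 4875 with a counting interval of 875 to 192570 (adjusted p = 6.01e-20). DAAM2 (ENSG00000146122.17, chromosome 6, 39792298 to 39904877) went from 2 counts to 4861, a ratio of 2157 with an interval of 597 to 17812. CBS (ENSG00000160200.17, chromosome 21, 43053191 to 43076943), CCN3 (ENSG00000136999.5, chromosome 8, 119416446 to 119424434) and PDYN (ENSG00000101327.9, chromosome 20, 1978757 to 1994285) had log2 fold changes of -4.59, -3.91 and -3.89, with SEs of 0.228, 0.163 and 0.257. CYP26A1 was not tested in U-937, with 3 counts over the DMSO libraries and 1 over the ATRA libraries, so its induction was not detectable in that line at this depth.

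The next question was what Corin alone changed. In SKNO-1, 6616 genes were called, 3587 higher and 3029 lower. Among the 2296 with an absolute log2 fold change of at least 1, 2085 were higher and 211 lower. Of the 216 of these at 10 CPM or more in DMSO, 60.6% were higher. Leaving out Corin replicate 1 gave 3878 genes and leaving out Corin replicate 2 gave 3636. With only the 4 libraries compared the count was 3776, of which 2439 were higher and 1337 lower. In U-937, 2293 genes were called, 1514 higher and 779 lower, with 619 higher and 92 lower among the 711 beyond 1 on the log2 scale. Of the 87 of these at 10 CPM or more in DMSO, 85.1% were higher. The U-937 count was 1389 without DMSO replicate 1 and 1328 without DMSO replicate 2.

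OTOF (ENSG00000115155.17, chromosome 2, 26457203 to 26558756) had 2 counts over the SKNO-1 DMSO libraries and 990 with Corin, a ratio of 520 with a counting interval of 143 to 4296 (adjusted p = 7.03e-06). LRRC32 rose from 0 counts to 1.04 ± 0.0225 CPM, at least 25.2-fold. DGKI (ENSG00000157680.15, chromosome 7, 137381037 to 137847092) went from 2 counts to 528, a ratio of 277 with an interval of 76.3 to 2294. The largest falls among the named genes in SKNO-1 were smaller. They were in the pseudogene RHOXF1P3 (ENSG00000282933.2, chromosome X, 119942834 to 119992838; -2.13, SE 0.178), whose counts are uncertain because it can share reads with its parent family, in PRSS57 (ENSG00000185198.11, chromosome 19, 685546 to 695498; -1.88, SE 0.481) and in CST7 (ENSG00000077984.6, chromosome 20, 24949269 to 24959928; -1.80, SE 0.132). PRSS57 held 1704 and 560 counts in the 2 DMSO libraries, and its adjusted p of 0.0177 rose to 0.0951 without Corin replicate 1 and to 0.105 without Corin replicate 2, with edgeR throughout.

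In U-937 the largest rises with Corin were in LILRB3 (ENSG00000204577.11, chromosome 19, 54216278 to 54223506), from 1 count to 176, a ratio of 158 with an interval of 28.1 to 6294, in AQP9 (ENSG00000103569.9, chromosome 15, 58138169 to 58185911), from 2 counts to 287, a ratio of 129 with an interval of 35.4 to 1072, and in TGM2, from 1 count to 65, a ratio of 58.5 with an interval of 10.1 to 2347. LILRB3 lies in a family of similar receptor genes, so its value is uncertain. Among genes that met the naming rule, the falls did not exceed 1.36 on the log2 scale. They were largest in TENT5C (ENSG00000183508.5, chromosome 1, 117606048 to 117628389; -1.36, SE 0.104), FARP1 (ENSG00000152767.16, chromosome 13, 98142562 to 98455176; -1.21, SE 0.146) and PRTG (ENSG00000166450.13, chromosome 15, 55611544 to 55743152; -1.21, SE 0.108).

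Both agents together changed more genes than either alone. In SKNO-1, 8159 genes were called, 4310 higher and 3849 lower, with 2622 higher and 313 lower beyond 1 on the log2 scale. In U-937, 11570 genes were called, 5860 higher and 5710 lower, with 3317 higher and 2958 lower beyond 1. Against ATRA alone the combination changed 7828 genes in SKNO-1 (4015 higher, 3813 lower) and 8398 in U-937 (3994 higher, 4404 lower). With the GC trend removed these splits became 5857 higher and 3248 lower in SKNO-1, and 5266 higher and 3843 lower in U-937. The SKNO-1 count was 4961 without ATRA replicate 1, 5078 without ATRA replicate 2 and 5190 without combination replicate 1. Against Corin alone the combination changed 1821 genes in SKNO-1 and 10713 in U-937, where the median over all genes was 0.02 and moved to -0.11 with library totals only. The SKNO-1 count fell to 445 and 395 without combination replicates 1 and 2, and to 401 and 466 without Corin replicates 1 and 2. It rose to 2946 with the GC trend removed, 4232 with no low-count filter and 7440 with only the 4 libraries compared. Those 4 libraries do not include the SKNO-1 DMSO pair.

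**Figure D2:**
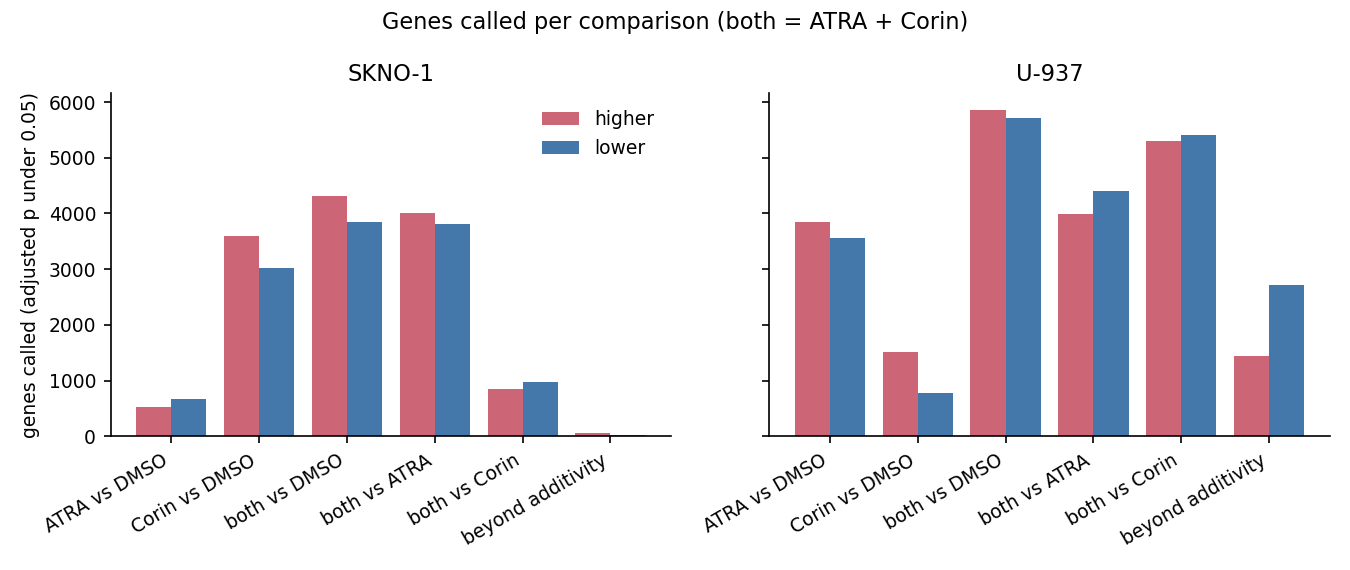
Number of genes called by edgeR at an adjusted p under 0.05 (y axis, from 0) for each comparison (x axis), with genes higher and lower as separate bars, in SKNO-1 (left) and U-937 (right); "both" is ATRA + Corin. The SKNO-1 bars run from 26 lower genes beyond additivity to 4310 higher genes for both agents against DMSO, and the U-937 bars from 779 lower genes with Corin to 5860 higher genes with both agents.

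In SKNO-1 with both agents, DHRS3 reached 29.3 ± 0.379 CPM, at least 710-fold above DMSO, and LRRC32 reached 20.4 ± 1.18 CPM, at least 494-fold. DGKI went from 2 to 3562 counts over the group, a ratio of 1976 with a counting interval of 546 to 16319. The largest falls were in CST7 (log2 fold change -3.79, SE 0.147, adjusted p = 1.70e-06), PRG2 (ENSG00000186652.10, chromosome 11, 57386780 to 57390650; -3.06, SE 0.174) and CYTL1 (ENSG00000170891.11, chromosome 4, 5014586 to 5019458; -2.58, SE 0.0914). In U-937, TGM2 went from 1 count to 10997, a ratio of 10735 with an interval of 1926 to 424050. RARB rose by at least 558-fold to 27.5 ± 4.95 CPM, and KCNH4 (ENSG00000089558.9, chromosome 17, 42156891 to 42181142) by at least 319-fold to 15.5 ± 1.22 CPM. The falls were in FERMT1 (ENSG00000101311.15, chromosome 20, 6074845 to 6123214; -6.59, SE 0.192, adjusted p = 9.06e-19), PDYN (-6.34, SE 0.344) and FAM81A (ENSG00000157470.12, chromosome 15, 59372693 to 59523555; -5.90, SE 0.20).

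The combined effect was then set against the sum of the single effects on the log2 scale. In U-937 it departed from that sum in 4152 genes, 1436 with a higher value and 2716 with a lower one. The lean to lower values was not kept with the GC trend removed, when 2385 genes were higher and 2468 lower. In SKNO-1, 81 genes departed, 55 higher and 26 lower. That number was 1156 without DMSO replicate 1 and 5648 without DMSO replicate 2. It was 10 and 20 without ATRA replicates 1 and 2, 8 and 7 without Corin replicates 1 and 2, and 12 and 7 without combination replicates 1 and 2. With the GC trend removed it was 571, of which 329 were higher and 242 lower, and DESeq2 gave 277. In a direct test of the difference, the deviation from additivity differed between the lines in 2449 of 19872 genes, 720 higher and 1729 lower in U-937. With the GC trend removed it was 3489 genes, 1598 higher and 1891 lower, and it was 4511 without SKNO-1 DMSO replicate 2. This test was chosen after the counts were seen.

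The named departures in SKNO-1 were CR1 (ENSG00000203710.11, chromosome 1, 207496147 to 207641765; 2.18 above additivity, SE 0.13, adjusted p = 0.000820), C19orf38 (ENSG00000214212.9, chromosome 19, 10836575 to 10869790; 2.18, SE 0.304, adjusted p = 0.0285), DGKI (-4.58, SE 0.565, adjusted p = 0.0206) and MPZL2 (ENSG00000149573.9, chromosome 11, 118253416 to 118264536; -2.82, SE 0.308, adjusted p = 0.0130). Of these, C19orf38, DGKI and MPZL2 lost their call in edgeR when any 1 of the 6 treated libraries was left out, with adjusted p-values of 0.173 to 0.211, 0.0867 to 0.140 and 0.0793 to 0.129. With a replicate block C19orf38 (adjusted p = 0.0905) and DGKI (adjusted p = 0.0682) lost it too. The DGKI value rests on 2 counts over the SKNO-1 DMSO libraries, so its size is uncertain. In U-937 the largest departures were TNFSF15 (ENSG00000181634.8, chromosome 9, 114784652 to 114806039; 4.29, SE 1.47, adjusted p = 0.0416), LINC01226 (ENSG00000284543.1, chromosome 1, 31506226 to 31583306; 3.47, SE 0.273), TGM2 (-4.44, SE 0.712) and RHBDL3 (ENSG00000141314.13, chromosome 17, 32265832 to 32324659; -3.92, SE 0.362). TNFSF15 had 2 and 0 counts in the DMSO libraries, and its departure was 1.03 (adjusted p = 0.878) without U-937 DMSO replicate 1, 3.81 (adjusted p = 0.0708) without ATRA replicate 1 and 4.14 (adjusted p = 0.0627) without Corin replicate 1. It also lost its call with library totals only (adjusted p = 0.0563), with no low-count filter (0.0519) and with the GC trend removed (0.0506). The TGM2 value rests on 1 count over the U-937 DMSO libraries, so its size is uncertain. LINC01226 stood at 25.4 ± 4.96 CPM with DMSO, 2.48 ± 0.159 with ATRA, 11.8 ± 2.07 with Corin and 12.7 ± 3.02 with both.

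Preset gene lists were tested for a shift of the list against all other genes. Of the retinoic acid response list 12 of 16 genes were expressed in each line. It was higher with ATRA in SKNO-1, with a median log2 fold change of 1.96 (camera adjusted p = 6.07e-30; 7 genes called higher and 0 lower, 8 called when adjusted over the list alone). With its 2 genes that had a group at 0 counts set at their bound, and genes with at most 3 counts in each group set to no change, the median was 1.88. This move of the median from 1.96 to 1.88 came from CRABP2, with 1 count over the DMSO libraries and 3 over the ATRA libraries. In U-937 with ATRA the median was 1.58 (adjusted p = 8.90e-27; 8 higher and 1 lower, 10 adjusted over the list alone). The list was also higher with Corin, at 0.97 in SKNO-1 (adjusted p = 0.00545) and 0.21 in U-937 (adjusted p = 0.00371), and with both agents, at 3.90 in SKNO-1 (2.44e-17) and 2.96 in U-937 (2.78e-16). Over the list alone, 8, 4, 10 and 11 genes were called in these 4 comparisons, in that order.

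The myeloid differentiation list (19 genes expressed in SKNO-1, 20 in U-937) was not shifted by ATRA in SKNO-1. The camera test pointed down (adjusted p = 0.423) while the median was 0 and the mean 0.02, with 5 genes called higher and 4 lower, and 11 adjusted over the list alone. It pointed down with an altered call, at a median of -0.34, without SKNO-1 DMSO replicate 2. With Corin in SKNO-1 the median was 2.56 (adjusted p = 4.50e-24; 15 higher and 1 lower, 16 adjusted over the list alone), or 2.07 with low-count genes set in the same way, and with both agents it was 2.93 (1.58e-26; 16 higher and 0 lower, 17 over the list alone). In U-937 it was 2.38 with ATRA (9.06e-43; 18 higher and 1 lower, 20 over the list alone), 2.02 with Corin (7.48e-77; 16 higher and 0 lower, 17 over the list alone) and 4.77 with both agents (3.28e-43; 20 higher and 0 lower, 20 over the list alone). NCF1 in this list has near-identical pseudogenes and is uncertain.

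Of the proliferation list all 20 genes were expressed in each line. All 20 were called lower in U-937 with both agents, with a median of -2.38 (camera adjusted p = 1.17e-29; 20 over the list alone). In SKNO-1 the median was -0.31 with both agents (0.000469; 12 lower and 1 higher, 15 over the list alone) and -0.42 with Corin (3.18e-05; 14 lower and 1 higher, 16 over the list alone). The list was not called with ATRA in SKNO-1 (median 0.04, 0.746; 0 genes over the list alone), with ATRA in U-937 (-0.02, 0.144; 10 over the list alone) or with Corin in U-937 (-0.11, 0.0702; 0 over the list alone). Without U-937 Corin replicate 1 the last of these became -0.18 and was called, and without U-937 DMSO replicate 1 it became -0.14 and was called. The genes of the list induced by histone deacetylase inhibitors moved in both directions. The median was 0.58 with Corin in SKNO-1 (0.000934; 4 higher and 1 lower, 6 over the list alone) and 0.07 with Corin in U-937 (0.00746; 3 higher and 0 lower, 3 over the list alone). With both agents it was 0.29 in SKNO-1 (0.00551; 3 higher and 1 lower, 4 over the list alone) and 0.26 in U-937 (0.0337; 5 higher and 4 lower, 10 over the list alone). With ATRA it was -0.10 in SKNO-1 (0.0195; 0 higher and 3 lower, 4 over the list alone) and 0.44 in U-937 (0.00579; 5 higher and 2 lower, 8 over the list alone). Single genes of this list moved far in U-937 with both agents: CDKN1A rose 23.7-fold, GSN from 10.7 ± 0.915 to 123 ± 3.09 CPM and SYT11 from 1.73 ± 0.570 to 21.2 ± 0.259 CPM, while HIST1H2BK fell from 160 ± 16.1 to 60.9 ± 0.591 CPM. The SKNO-1 ATRA value turned to 0.09 without DMSO replicate 1. In U-937 the call was lost without Corin replicate 1 for Corin, at -0.12, and without DMSO replicate 2 for both agents, at 0.25. With the correlation estimated from the data, none of the 6 calls of this list held, nor did those of the retinoic acid list with Corin in either line or of the proliferation list in SKNO-1 with both agents. The other 11 camera calls held under both fry and the estimated correlation.

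Single genes of the lists showed the pattern per library. ITGAM, which codes for the surface protein CD11b, was at 0.375 ± 0.0833 CPM with DMSO in SKNO-1, 0.912 ± 0.0674 with ATRA, 35.5 ± 2.28 with Corin and 115 ± 1.25 with both. In U-937 it was at 4.70 ± 0.171, 103.8 ± 6.34, 54.9 ± 3.75 and 374.8 ± 9.35 CPM in the same order. CD86 in SKNO-1 fell with ATRA from 0.950 ± 0.0345 to 0.129 ± 0.0296 CPM (log2 fold change -2.86, SE 0.278, adjusted p = 0.000659) and rose with Corin to 43.4 ± 4.83. With both agents it stood at 25.3 ± 0.552 in SKNO-1, below Corin alone. In U-937 it rose from 0.344 ± 0.0887 to 4.58 ± 0.903 with ATRA, 5.56 ± 0.422 with Corin and 174.5 ± 20.7 with both. CD38 with ATRA rose by 1.27 (SE 0.0657) in SKNO-1 and by 4.99 (SE 0.122) in U-937. MYC fell in U-937 from 213.7 ± 8.43 CPM to 39.2 ± 1.21 with ATRA and 4.56 ± 0.211 with both agents, while Corin alone left it at 208.8 ± 11.98 (adjusted p = 0.872). Its fall with both agents was 3.07 on the log2 scale beyond the sum of the single effects (SE 0.151, adjusted p = 1.06e-12). In SKNO-1 with both agents MYC fell by 0.48 (SE 0.0827, adjusted p = 0.00224). MCM4 in U-937 fell by 4.04 with both agents (SE 0.121, adjusted p = 1.26e-18), of which 3.29 lay beyond additivity (SE 0.154, adjusted p = 4.99e-13).

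**Figure D3:**
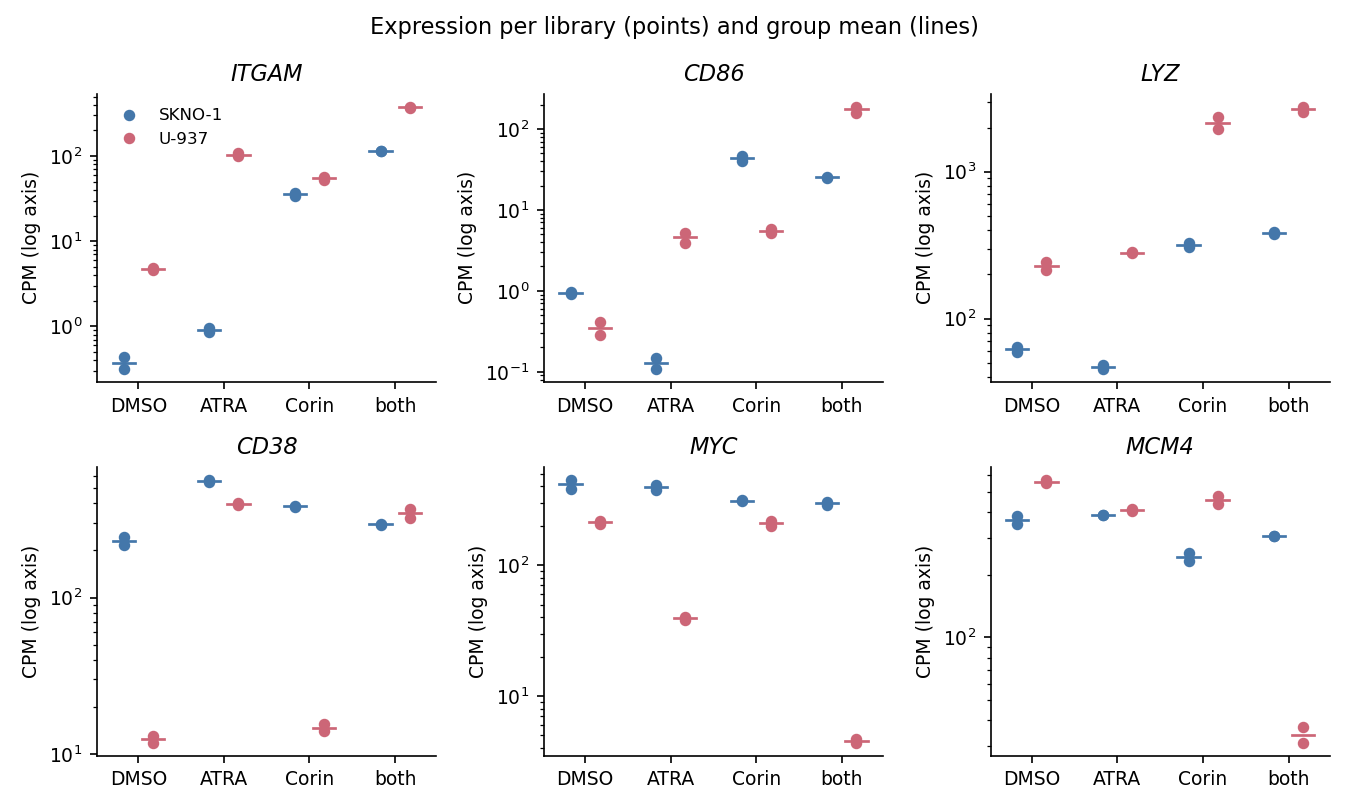
Expression in CPM (y axis, log scale) of ITGAM, CD86, LYZ, CD38, MYC and MCM4 in each treatment group (x axis, "both" is ATRA + Corin), with a point per library and a line at the group mean, for SKNO-1 and U-937. MYC in U-937 lies at 213.7 CPM with DMSO and 4.56 CPM with both agents, and in SKNO-1 at 415 and 298 CPM.

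Of the 15 preset components, all were tested in SKNO-1 and 13 in U-937. KDM1A, the LSD1 gene, was at 268 ± 1.71 CPM with DMSO and 265 ± 6.67 with Corin in SKNO-1. In U-937 it was at 258 ± 12.8 and 229.7 ± 14.4 CPM, and neither change was called (adjusted p = 0.855 and 0.304). With ATRA alone KDM1A fell by 0.69 in U-937 (SE 0.0988, adjusted p = 4.08e-06) and was not called in SKNO-1 (-0.06, adjusted p = 0.645). With both agents it fell by 1.23 in U-937 (SE 0.100) and by 0.27 in SKNO-1 (SE 0.05). HDAC2 in U-937 fell by 0.34 with ATRA (SE 0.102, adjusted p = 0.00999). It lost that call in edgeR without ATRA replicate 1 (adjusted p = 0.0802), ATRA replicate 2 (0.0609) or DMSO replicate 2 (0.158). HDAC1 in U-937 rose by 0.42 with ATRA (SE 0.100, adjusted p = 0.00158) and by 0.40 with both agents (SE 0.100, adjusted p = 0.00118). HDAC2 fell by 1.00 in U-937 with both agents (SE 0.103, adjusted p = 8.35e-09), and EP300, which codes for p300, by 0.59 (SE 0.148, adjusted p = 0.00340). In SKNO-1 the genes called with Corin were RARG (2.76, SE 0.188), GFI1B (6.11, SE 0.490, from 4 counts over the DMSO libraries) and RXRA (0.55, SE 0.162, adjusted p = 0.0293). RXRA lost its call in edgeR without Corin replicate 1 (0.52, adjusted p = 0.137), Corin replicate 2 (0.57, adjusted p = 0.113) or DMSO replicate 2 (0.32, adjusted p = 0.0755), and with only the 4 libraries compared (adjusted p = 0.108). With ATRA RXRA fell by 1.10 in SKNO-1 (SE 0.173, adjusted p = 0.00691), and this call was lost without ATRA replicate 1 (adjusted p = 0.0666) or 2 (0.0556) and with only the 4 libraries compared (0.105). In U-937 with Corin the only component called was RARG (0.77, SE 0.185), which lost its call without Corin replicate 2 (0.68, adjusted p = 0.0521) or without DMSO replicate 1 (0.60, adjusted p = 0.109). With ATRA RARG fell by 1.17 in U-937 (SE 0.201, adjusted p = 4.71e-05).

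Whether the lines responded differently was tested as an interaction. The response to ATRA differed in 3849 of 19872 genes, with 2100 more positive and 1749 more negative in U-937. With library totals only, the split was 1725 and 2358, so the direction of this balance depends on the scaling. The response to Corin differed in 2537 genes, 1049 more positive and 1488 more negative in U-937. That count was 4473 without SKNO-1 DMSO replicate 2, 1610 and 1519 without SKNO-1 Corin replicates 1 and 2, and 1647 without U-937 DMSO replicate 1. The response to both agents differed in 8072 genes, 3555 more positive and 4517 more negative in U-937. Here the median over all genes was -0.11 and moved to -0.26 with library totals only.

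The interaction for CD38 with ATRA was 3.76 (SE 0.139, adjusted p = 3.36e-12), for MYC with both agents -5.03 (SE 0.140, adjusted p = 1.36e-14) and for MCM4 with both agents -3.74 (SE 0.13, adjusted p = 1.66e-13). Among the named genes, TGM2 responded more in U-937 to ATRA (9.31, SE 0.409) and to both agents (9.96, SE 0.393), MS4A4A (ENSG00000110079.18, chromosome 11, 60185657 to 60318080) to ATRA (7.93, SE 0.641) and CD52 (ENSG00000169442.9, chromosome 1, 26317958 to 26320523) to both (8.0, SE 0.217). DGKI responded in the other direction to ATRA (-8.10, SE 0.510), Corin (-8.83, SE 0.492) and both (-12.14, SE 0.445). These fitted values rest on 1 count of TGM2 in the U-937 DMSO libraries and 2 counts of DGKI in the SKNO-1 DMSO libraries and are no bounds. WT1 (ENSG00000184937.14, chromosome 11, 32387775 to 32435564), KCNN2 (ENSG00000080709.15, chromosome 5, 114055926 to 114496500), CREB3L3 (ENSG00000060566.14, chromosome 19, 4153631 to 4173054), SEPT3 (ENSG00000100167.20, chromosome 22, 41969443 to 41998221) and KAZN (ENSG00000189337.17, chromosome 1, 13892792 to 15118043) also met the rule, and each had 0 counts in 1 of the 4 groups of its contrast, so their fitted sizes are no bounds. CREB3L3 (adjusted p = 0.0329) rose to 0.104 and 0.105 in edgeR without SKNO-1 Corin replicates 1 and 2, and to 0.108 and 0.0703 without SKNO-1 DMSO replicates 1 and 2. It was 0.0537 without U-937 Corin replicate 1 and 0.0584 without U-937 DMSO replicate 1. KAZN fell from 20.4 ± 0.217 to 1.21 ± 0.0528 CPM in U-937 with both agents. In SKNO-1 it had 0 counts in DMSO and 3 and 0 in the combination libraries, and it lost its call without replicate 1 of that group (adjusted p = 1.00).

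Log2 fold changes were correlated between the lines across the 15448 genes tested in both, which are not independent replicates. Pearson's r was 0.286 for ATRA, 0.383 for Corin and 0.466 for both agents, and Spearman's rho was 0.189, 0.322 and 0.437. Over the genes called in either line r was 0.359, 0.476 and 0.486. Of the 709 genes called in both lines with ATRA (435 expected by chance), 74.3% moved in the same direction. For Corin these numbers were 1206 genes (735 expected) and 90.8%, and for both agents 5455 (4810 expected) and 80.4%. Within a line, ATRA and Corin share the DMSO libraries. The correlation of their effects was 0.121 in SKNO-1, where 787 genes were called for both (447 expected by chance) and 49.3% moved in the same direction. It was 0.399 in U-937, where 1515 were called for both (959 expected) and 79.2% moved in the same direction. In 10 simulations, unchanged groups were set against the same controls. The correlation averaged 0.494 in SKNO-1 (0.45 to 0.532) and 0.534 in U-937 (0.501 to 0.571). These groups held no real effects, so this is the correlation of noise that shares controls. It sets no level for data with real effects, so the observed correlations cannot tell shared controls from shared effects. At most 1 gene in SKNO-1 and 2 in U-937 were called for both agents in these simulations. The expected overlaps assume independent calls and do not allow for the shared DMSO libraries. The SKNO-1 correlation was 0.360 and 0.375 without DMSO replicates 1 and 2, and 0.0570 and 0.0518 without ATRA replicates 1 and 2.

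In the authors' deposited tables, 622, 3759 and 5175 genes had an adjusted p under 0.05 in SKNO-1 for ATRA, Corin and both agents, and 6484, 1588 and 9622 in U-937. Of those in the authors' deposited tables, 612, 3721 and 5092 in SKNO-1 and 6152, 1511 and 9467 in U-937 were also called here, all in the same direction. DESeq2 run here on only the 4 libraries of each comparison called 619, 3744 and 5257 genes in SKNO-1 and 6492, 1586 and 9641 in U-937.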

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

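The tests of GC content and those of the deviation from additivity between the lines were chosen only after the result was seen, and the tests of depth and of silent genes were chosen before.

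The response differed between the 2 lines, by an interaction test in a fit of all 16 libraries, in 3849 genes for ATRA, 2537 for Corin and 8072 for both agents. A GC trend between libraries is argued against as the whole cause, since after its removal 99.4%, 95.7% and 98.0% of these calls kept their direction and threshold. Depth is argued against as well, since 93.1%, 89.7% and 96.0% of the calls were kept after all libraries were thinned to the lowest total. Genes silent in 1 line account for a minority, as 88.8%, 84.2% and 86.7% of the called genes reached 1 CPM in a group of each line. The Corin count was the least stable: it was 4473 without SKNO-1 DMSO replicate 2, 1610 and 1519 without SKNO-1 Corin replicates 1 and 2, and 1647 without U-937 DMSO replicate 1. What stays open is a biological difference between the lines, which differ in origin and fusion gene, and the GM-CSF that only the SKNO-1 medium held. With 1 line of each kind these were not tested.

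The deviation of the combined effect from additivity differed between the lines in 2449 genes. A GC trend between libraries is argued against as the whole cause, since 87.3% of these calls kept their direction and threshold after its removal. The deviation of 1 SKNO-1 DMSO library is argued against as well, since at least 89.2% were kept without either of these libraries. The count itself moved to 4511 without SKNO-1 DMSO replicate 2. Additivity is defined on the log2 scale, and a response that saturates in 1 line would also give such a difference. Saturation would leave the combined effect short of the sum of the single effects. In U-937, 2657 of the 4152 departures (64.0%) lay in the direction of that sum. This argues against saturation in U-937 as the whole cause for these genes. In SKNO-1 it was 28 of 81, a count that moved with single libraries, so saturation there stays open. The genes that differed between the lines were not sorted in this way.

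The named genes with a difference between lines are led by TGM2, at 9.31 for ATRA and 9.96 for both agents, and by DGKI, at -8.10 for ATRA, -8.83 for Corin and -12.14 for both. MS4A4A stood at 7.93 for ATRA and CD52 at 8.0 for both agents. TGM2 held 1 count over the U-937 DMSO libraries and DGKI 2 over those of SKNO-1, so the sizes depend on a few reads while the treated levels do not: with both agents TGM2 was at 174.3 CPM in U-937 and DGKI at 54.4 CPM in SKNO-1.

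WT1 (-5.89 for ATRA), KCNN2 (7.44) and CREB3L3 (6.17) for Corin, SEPT3 (-6.76) for Corin and KAZN (-7.85) for both agents each had a group with 0 counts, and their fitted values are no bounds. WT1 fell from 9 and 7 counts to 0 in U-937 with ATRA and stayed at 25.7 CPM in SKNO-1. KAZN fell from 648 and 607 counts in DMSO to 42 and 34 with both agents in U-937, while in SKNO-1 it had 0 in DMSO and 3 in only 1 combination library. Without that library its value was -4.06 with an edgeR adjusted p of 1.00. CREB3L3 rose from 0.230 to 1.88 CPM in U-937 with Corin. In SKNO-1 it had 2 counts over the DMSO libraries and 0 with Corin, and its adjusted p of 0.0329 lay between 0.0537 and 0.108 in 6 of the settings that leave out 1 library. For KAZN and CREB3L3 the low counts in SKNO-1 are a candidate explanation of the call between lines, and not of the change in U-937.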

How the results depend on the processing

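The removal of the GC trend was chosen after seeing the data, and all other alternatives were chosen before. Scaling to the spike-in was not run, because the table held 0 spike-in entries. Leaving out a library left 1 in its group, which was assumed to vary like the other groups.

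With an absolute log2 fold change of at least 1 the SKNO-1 counts were 506 for ATRA, 2296 for Corin, 2935 for both agents, 2735 for both against ATRA, 523 for both against Corin and 47 beyond additivity. The U-937 counts were 2369, 711, 6275, 3333, 5218 and 1682 in the same order. For the differences between lines they were 1524 for ATRA, 1183 for Corin and 4546 for both agents. The stricter criterion itself lowers these counts.

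Counts moved by more than 1.5 times mostly in SKNO-1. ATRA changed 1963 genes with no low-count filter, 2454 with the GC trend removed and 239 with only the groups compared. Corin changed 3776 with only the groups compared. Both agents against Corin gave 4232 with no filter, 2946 with the GC trend removed and 7440 with only the groups compared, a fit without the DMSO pair. Beyond additivity there were 1442 genes with no filter, 571 with the GC trend removed, 277 by DESeq2 and 239 with all 16 libraries in 1 fit. The difference between lines in the response to Corin was 3997 with the GC trend removed. The cause was not tested.

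Leaving out 1 library gave 561 to 5338 genes for SKNO-1 ATRA, 3636 to 9520 for Corin, 4961 to 5233 for both agents against ATRA, 395 to 466 for both against Corin and 7 to 5648 beyond additivity. The extremes above the full count came without a SKNO-1 DMSO library. In U-937 the Corin count ran from 1328 to 1887, and the difference between lines for Corin from 1519 to 4473. The other 8 counts stayed within 1.5 times of the full count in every setting that left out 1 library. The cause was not tested.

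Library numbers were also used as a replicate block. Same-numbered libraries did not deviate together: correlations of their deviations ran from -0.12 to 0.06 in SKNO-1 and from -0.21 to 0.12 in U-937, with 1 pair above 0.1, so the libraries share only a number. With the block, both agents against Corin gave 1066 genes in SKNO-1, and 20 genes lay beyond additivity. Other counts moved by less than 1.5 times.

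For gene lists, the estimated correlation left without a call the retinoic acid list with Corin (0.97 in SKNO-1 and 0.21 in U-937, both with a camera adjusted p of 0.0665) and the proliferation list in SKNO-1 with both agents (-0.31, 0.0665). It did the same for the list of genes induced by histone deacetylase inhibitors in SKNO-1 (ATRA -0.10, Corin 0.58, both 0.29) and U-937 (ATRA 0.44, Corin 0.070, both 0.26). For SKNO-1 ATRA fry also gave no call (-0.10, 0.0889). With the GC trend removed, this list lost its call in U-937 with both agents (0.33, 0.0583), and the proliferation list in U-937 with Corin gained one (-0.088, 0.0425).

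Without 1 library the median of the inhibitor list with ATRA in SKNO-1 ran from -0.42 to 0.085, reversed without DMSO replicate 1. It ran from -0.12 to 0.23 with Corin and from 0.20 to 0.31 with both agents in U-937. The myeloid list with ATRA in SKNO-1 ran from -0.34 to 0.19, and the proliferation list with Corin in U-937 from -0.18 to -0.022. The cause was not tested.

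Correlations between the lines over genes called in either were 0.359 for ATRA, 0.476 for Corin and 0.486 for both agents. Over all genes they were 0.286, 0.383 and 0.466, and without 1 library these ran from 0.218 to 0.281, 0.309 to 0.390 and 0.422 to 0.462. The correlation of ATRA with Corin ran from 0.0518 to 0.375 in SKNO-1 and from 0.331 to 0.558 in U-937. The cause was not tested.

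For single genes named here, 174 results were recomputed, 2536 values in all. Of these, 2437 kept direction and side of the threshold, 85 lost their call, 14 gained one and 0 reversed. Of the 85 lost calls, 61 came from leaving out 1 library. Depth limits the genes with 0 to 3 counts in DMSO, whose fold is a bound or a wide interval.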

Other observations

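The tests of the SKNO-1 DMSO libraries, of scaling for Corin and of 7SL and 7SK were chosen only after the result was seen, and those of low expression for Corin were chosen before.

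The SKNO-1 DMSO replicates differed by over 0.5 on the log2 scale in 1318 of 9330 well-expressed genes, against at most 163 in any other pair. Depth is argued against, since their totals differed by a ratio of 1.03 and those of the U-937 Corin pair by 1.32. An exchange with a treated library is argued against too. The ATRA targets RARB, CYP26A1 and DHRS3 in the higher DMSO library together reached 0.293% of the lower ATRA library, and ITGAM, ITGAX and CD86 reached 1.97% of the lower Corin library. Removing the GC trend lowered the SD of the log2 difference from 0.358 to 0.211. That is still above the 0.208 of the widest other pair, so by the rule as first written the GC trend is not the whole cause. After this result was seen, a margin of the SD among the other pairs was added to the rule. The excess is smaller than that margin, so a GC-dependent step in library preparation alone and one with a further difference cannot be told apart. With the trend removed from every pair, the widest other pair was U-937 Corin at 0.194, also below 0.211. The other SKNO-1 pairs then lay between 0.107 and 0.120. No biological explanation was tested.

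Among genes called with Corin at an absolute log2 fold change of at least 1, 90.8% in SKNO-1 and 87.1% in U-937 were higher. With library totals only the shares were 92.2% and 87.7%, but that setting moved the median gene by only 0.044 and 0.0070 on the log2 scale. Scaling between libraries and a one-sided effect therefore cannot be told apart, because the test moves almost nothing and the spike-in was not in the table. Low expression, which leaves little room to fall, was tested on genes at 10 CPM or more in DMSO. In U-937 the share stayed at 85.1% of 87 genes, which argues against low expression as the whole cause. In SKNO-1 it was 60.6% of 216 genes, with an exact binomial 95% interval of 53.8% to 67.2%, against a bound of 60% set before. The share itself lay above the bound, which by the rule as first written argues against low expression as the whole cause. The interval was added to the rule after this share was seen. It includes the bound, so low expression and a one-sided effect cannot be told apart there. For ATRA, against the same DMSO libraries, the shares were 45.85% of 506 genes in SKNO-1 and 57.5% of 2369 in U-937, and at this level 39.8% and 46.9%. The genes called with ATRA are not those called with Corin, so these shares do not settle it.

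The RNAs 7SL and 7SK took 13.8% and 12.1% of counts in the SKNO-1 combination libraries and 11.01% and 11.03% in those of U-937, above all other libraries of each line (5.95% to 11.3% and 4.89% to 8.70%). In SKNO-1 both combination libraries had a steeper GC slope, at least 0.154 log2 per 10 points, than the others, at most 0.132, so a GC-dependent step in library preparation may account for the share. In U-937 the lower of the pair was -0.0401 against a highest other slope of 0.0495, so the same explanation and a change in the RNA itself cannot be told apart, because the other combination library lay above that slope.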
